A study of Mus musculus with 35 samples.

How the data were processed

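The series measured polyA RNA from the hypothalamus of 35 male mice (strain given as B6/J) by RNA sequencing, with 1 library per mouse. Per the labels' protocols, food was freely available or withdrawn from lights-on until Zeitgeber time 16, a block of tissue holding the hypothalamus was dissected, total RNA was extracted on columns, and paired-end libraries were sequenced with reads of 150 bases. Zeitgeber time counts hours from lights-on. Per the labels, the groups were control mice fed ad libitum (n = 10), control mice fasted for 16 h (n = 10), fasted mice labelled Per2 knockout (n = 5), fed PER2-S662D mice (n = 5) and fasted PER2-S662D mice (n = 5). PER2-S662D is a mutant PER2 protein with an aspartate in place of a serine that is a phosphorylation site. Groups were taken from the labels alone, and no sample was left out.

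The authors deposited 1 table of raw counts per library. Per the file headers, fragments were counted with featureCounts 2.0.1 against the GENCODE vM12 annotation of the mouse genome build mm10, summed by gene name, with every alignment of a multi-mapping read counted, with junction counting, and with no strand option. The aligner is stated neither in the headers nor in the labels. Counting every alignment inflates genes with near-identical copies, and counting without strand cannot separate the reads of overlapping genes on opposite strands. The tables held 49568 gene names, of which 36082 had a count in at least 1 library, and 0 lines had no gene name. A total of 9 gene names lay on more than 1 chromosome. Coordinates are the first and last exon base of a gene in the authors' count tables (mm10, also called GRCm38), counted from 1.

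Depth was 17959586 to 37027342 assigned counts per library. The ranges per group are given with the results, and the S662D groups held the deepest libraries. No 2 libraries held identical values. The lowest chi-square per degree of freedom between 2 libraries of one group was 2.52, so no pair agreed within sampling noise and each library counted as 1 replicate.

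Genes were kept with edgeR's filterByExpr by group (minimum count 10), which left 18063 genes. Libraries were scaled with TMM, and all 35 libraries entered 1 fit with a mean per group, using edgeR 4.0.16 in R 4.3.3 (glmQLFit with robust estimation, then glmQLFTest). The common biological coefficient of variation was 0.0900. P-values were adjusted with Benjamini-Hochberg over all genes tested in a comparison, and a gene is said to be called when its adjusted p lay below 0.05. The standard error of a log2 fold change was derived from the quasi-likelihood F statistic. CPM values are edgeR's cpm, which divides counts by the TMM-scaled library size. The 7 comparisons were fasting in control mice, fasting in S662D mice, the difference between these 2 responses (interaction), S662D against control in each feeding state, and the labelled knockout against control and against S662D, both fasted.

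A set of 8 gene lists was fixed before the data were examined, as were the groups, the main tests and most alternatives: clock output genes (12 genes), ROR-driven clock genes (6 tested), glucocorticoid-induced genes (17), hunger peptides and related genes (8), satiety peptides and related genes (8), unsaturated fatty acid synthesis (20 tested), sterol synthesis (22) and fatty acid oxidation (18). Per2 was in none of them. Each list was tested in each comparison with fry of limma 3.58.1 on log2 CPM (prior count 2), with adjustment over the 56 tests, and with camera at a preset correlation of 0.01 or an estimated one as alternatives. A further 13 lists of marker genes for neighbouring tissues, cell types, sex and neuronal activity served to look for differences in tissue composition.

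The genes named in the text were chosen by a fixed rule: Per2, the 3 called genes with the largest rise and the 3 with the largest fall in each comparison among genes with a mean of at least 1 CPM (all called genes where 5 or fewer passed), and every called gene of a preset list. Genes outside it are named as chosen after their values were seen. The values of some genes that the rule selects are not reported here. A named gene counts as uncertain where at least 10% of its exon bases overlap another gene or at least 10% of its 50-base words occur in transcripts of another gene of the GENCODE M21 annotation, which was the case for 12 of 77 named genes.

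The libraries fall into technical sets that the headers show. Library numbers of controls 1 to 5, of the labelled knockout, of controls 6 to 10 and of the S662D mice form separate ranges, so genotype and library range cannot be told apart for the knockout and for S662D. In addition, 6 of the 10 S662D libraries (fed and fasted replicates 2, 3 and 4) carry an additional final digit in the library number. What the digit stands for is not stated. Comparisons were recomputed within control replicates 1 to 5 and 6 to 10, within the S662D libraries with and without the digit, and with the digit as a term.

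Alternatives were median-of-ratios size factors, no scaling beyond library size, DESeq2 1.42.0 (Wald test), no filter on low counts, a mean of at least 1 CPM, only the groups compared, a replicate block, 2 surrogate variables from sva 3.50.0, a correction for GC content and exon length, subsets of the controls and of the S662D libraries, and leaving out each library in turn. The correction for GC content and length (alone or with the replicate block), the subsets and the term by the additional digit, and the fit without scaling beyond library size were chosen after seeing the data. Correlations between comparisons that share controls were set beside 100 simulated draws of unchanged groups. The spread of that correlation between mice was the jackknife SD from leaving out each library in turn. Other splits of the same samples, 100 per comparison, gave counts after regrouping. Splits that kept part of the real grouping were not left out.

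The procedure was tested on simulated data with 200 of 18063 genes changed. The changed genes were drawn from those with a mean of at least 1 CPM. Genes were simulated independently and without differences between library sets, so the shares below do not cover weaker genes or such differences. At a log2 fold change of 1, 97% to 99% of changed genes were called in the comparisons of 2 groups and 90% in the interaction. At 0.5 the shares were 75% to 85% and 57%. Of the calls, 3.33% to 6.96% were unchanged genes.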

Results

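The data were counts of RNA fragments per gene in the hypothalamus of 35 male mice killed at Zeitgeber time 16, with 1 library per mouse. Control mice were fed ad libitum (n = 10) or fasted for 16 h (n = 10). PER2-S662D mice, which carry a mutant form of the clock protein PER2, were fed (n = 5) or fasted (n = 5). Mice labelled Per2 knockout were fasted (n = 5), and no fed group carried that label. Total counts per library were 18080903 to 21898438 in fed controls and 17959586 to 22036714 in fasted controls. They were 18233548 to 25814045 in the libraries labelled Per2 knockout, 18237587 to 37027342 in fed S662D mice and 21615313 to 34081435 in fasted S662D mice. Mitochondrial genes took 6.24% to 9.08% of the counts of a library. Of 49568 genes, 18063 had enough counts to be tested. The first 4 principal components held 10.9%, 8.09%, 6.79% and 5.92% of the variance.

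Per2 (chromosome 1, 91415982 to 91459324, minus strand, GRCm38) was examined first, since both mutants are named after it or its protein. Whether the mouse Per2 gene itself is altered in S662D mice was not examined here. Per2 counts were not lower in the libraries labelled Per2 knockout. They held 30.3 ± 2.00 CPM (SD, n = 5), with a range of 28.2 to 33.4, against 29.0 ± 2.45 CPM (SD, n = 10) in fasted controls. The log2 fold change was 0.06 (SE 0.07), with an adjusted p of 0.935 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was 0.03 against controls 1 to 5 and 0.10 against controls 6 to 10. The counts of a whole gene do not show which exons were read, so a deletion of part of the gene was not examined here. Every comparison with this group is therefore one with libraries labelled Per2 knockout, in which the loss of Per2 was not seen.

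In S662D mice, Per2 counts were lower than in controls in both feeding states. Fed mice held 18.7 ± 1.98 CPM (SD, n = 5) against 28.2 ± 1.87 (SD, n = 10) in fed controls, and fasted mice held 19.9 ± 2.38 CPM (SD, n = 5). The log2 fold changes were −0.59 fed (SE 0.07, adjusted p 1.18e-07) and −0.55 fasted (SE 0.07, adjusted p 6.80e-07). The fed value moved most with the additional digit of the library number as a term, to −0.74, where the fasted value was −0.70. The fasted value moved most with the 4 S662D libraries without the digit, to −0.71, where the fed value was −0.72. Against controls 1 to 5 they were −0.56 and −0.58, and against controls 6 to 10 they were −0.61 and −0.51. The 6 S662D libraries with the digit gave −0.51 and −0.44. Fasting changed Per2 by a log2 fold change of 0.04 in controls (adjusted p 0.860) and 0.08 in S662D mice (adjusted p 0.708), in each case within the spread between mice.

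**Figure D1:**
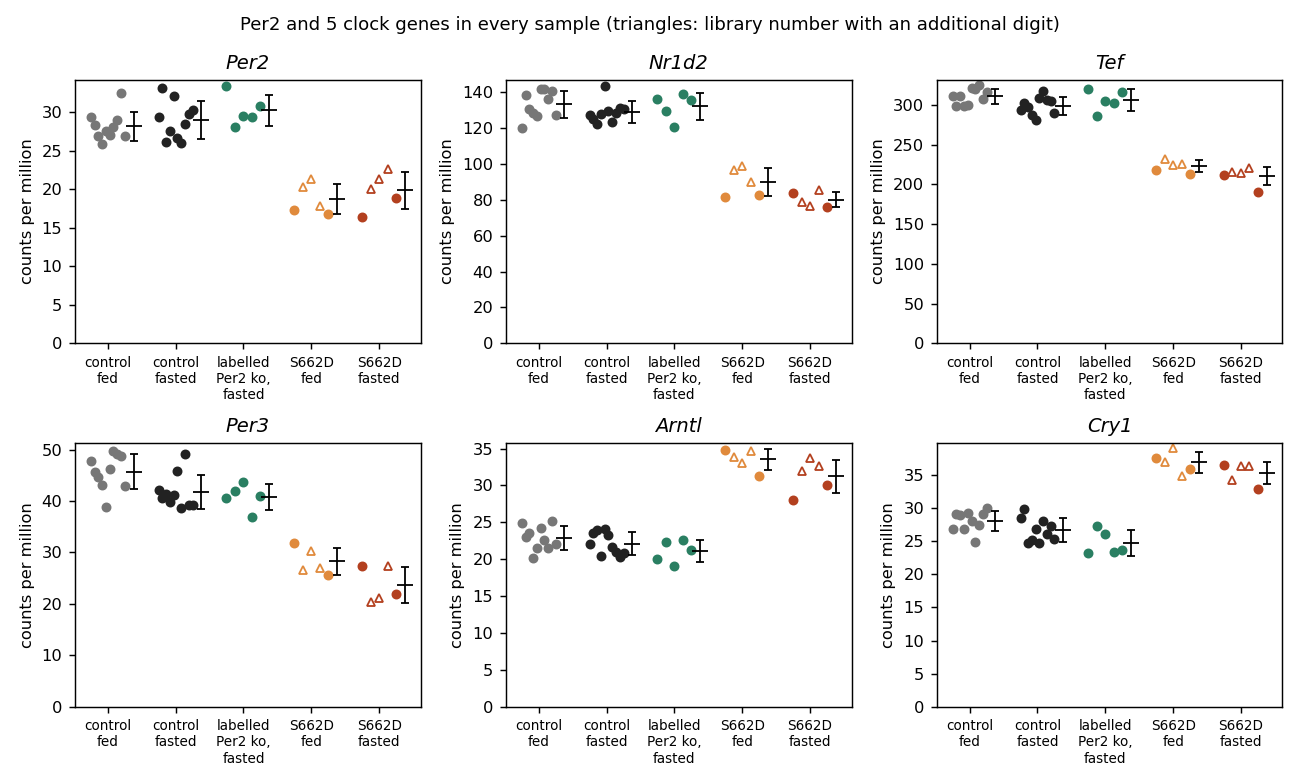
CPM (counts scaled to library size) of Per2 and of 5 clock genes in each of the 35 libraries by group, with mean ± SD beside the points. Triangles mark libraries with an additional digit in the library number. Per2 lay at 28.2 to 33.4 CPM in the libraries labelled Per2 knockout and at a mean of 18.7 CPM in fed S662D mice.

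The first comparison asked which genes 16 h of fasting changed in control mice. A total of 701 genes were called, 397 higher and 304 lower in fasted mice, and 54 changed more than 2-fold. Their median absolute log2 fold change was 0.33. The choice of control mice moved the count most. Within controls 1 to 5 it was 1315, with 471 of these among the 701, and within controls 6 to 10 it was 304, with 180 among the 701. Only 136 genes were called in both sets, 124 of them with the same sign. Cdkn1a (chromosome 17, 29090979 to 29100722) rose most among genes with a mean of at least 1 CPM, from 7.90 ± 1.54 CPM (SD, n = 10) to 49.3 ± 24.7 CPM (SD, n = 10). Its log2 fold change was 2.64 (SE 0.30, adjusted p 4.90e-07). Itgad (chromosome 7, 128154376 to 128223816) followed at 2.23, and 19.7% of its exon bases overlap other genes, so its counts are uncertain. Sgk1 (chromosome 10, 21882184 to 21999903) rose from 67.7 ± 17.6 to 247.3 ± 55.8 CPM (SD, n = 10 each), a log2 fold change of 1.87 (SE 0.15, adjusted p 1.91e-09). The largest falls were in Cd180 (−1.03; chromosome 13, 102693558 to 102739629), Bfsp2 (−1.01; chromosome 9, 103424924 to 103480420) and Gkn3 (−0.91; chromosome 6, 87383256 to 87388935). Bfsp2 overlaps another gene over 11.8% of its exon bases. Of the 33 alternatives, 33 kept the calls of Cdkn1a, Itgad, Sgk1 and Bfsp2, and 32 kept those of Cd180 and Gkn3.

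In S662D mice, fasting changed 476 genes, 326 higher and 150 lower, and 62 changed more than 2-fold. Their median absolute log2 fold change was 0.42. The libraries of this genotype set the count. The 4 libraries without the additional digit gave 7 genes, 6 of them among the 476, and the 6 libraries with it gave 683, with 381 among the 476. Without fasted S662D replicate 2 the count was 311. Without scaling beyond library size, 44.4% of the called genes were higher in fasted mice, against 68.5% with TMM. The largest rises were in Cdkn1a (2.61, SE 0.40), Rln3 (2.60, SE 0.56; chromosome 8, 84042929 to 84045000) and Sgk1 (2.53, SE 0.22), with adjusted p of 8.51e-05, 0.00505 and 8.53e-09 in edgeR's quasi-likelihood test. The largest falls were in Cd180 (−1.38), Gbp4 (−1.22; chromosome 5, 105115767 to 105139586) and Slc38a5 (−1.03; chromosome X, 8271133 to 8280179). Among 23 alternatives, Sgk1 kept its call in 23, Cdkn1a, Rln3 and Gbp4 in 22 and Slc38a5 in 15. For Cd180 it was 21 of 22.

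The fasting responses of the 2 genotypes were then compared. Of the genes called, 306 were called in both genotypes, all 306 with the same sign, which is 43.7% of the 701 and 64.3% of the 476. Across the 701 genes, which are not independent replicates, the log2 fold changes of the 2 genotypes correlated with r = 0.930, a slope of 0.950 and the same sign in 97.1%. These groups share no library. Over all 18063 genes r was 0.38 and the slope 0.490. The subsets were again compared over the 701 genes, of which 696 were tested with either control set alone. Within controls 1 to 5 r was 0.902 (slope 0.787), and within controls 6 to 10 it was 0.909 (slope 1.05). With S662D libraries without the additional digit it was 0.877 (slope 0.753), and with those carrying it 0.915 (slope 1.09). The test of the difference between the 2 responses called 0 genes, with a lowest adjusted p of 0.762, and 1151 genes (6.37%) had an unadjusted p below 0.05. The set of control mice moved this count most: 486 genes were called with controls 1 to 5 alone and 0 with controls 6 to 10 alone, where 850 had an unadjusted p below 0.05. For genes with a mean of at least 1 CPM and a difference of 1 in log2 fold change, the same test recovered 90% in simulated data. At 0.5 it recovered 57%. These data held no differences between library sets.

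**Figure D2:**
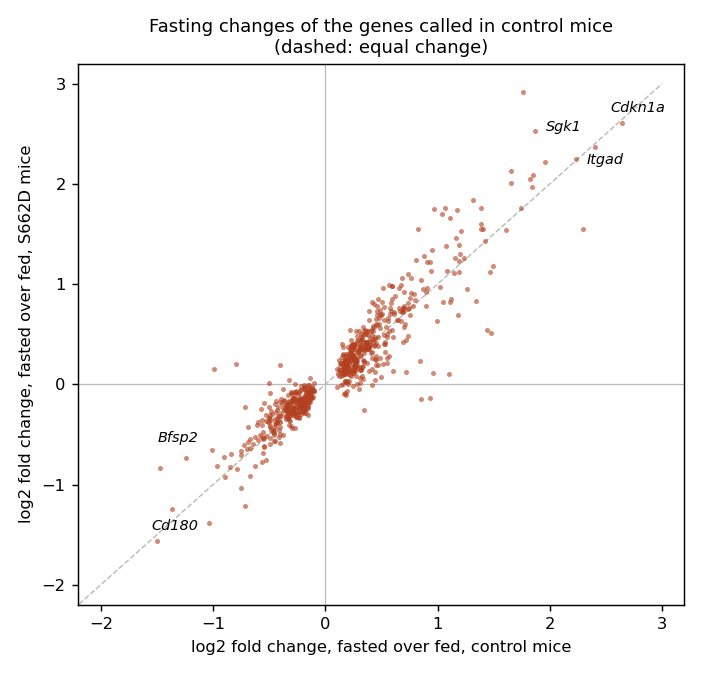
Log2 fold changes on fasting in S662D mice against those in control mice, for the 701 genes called in control mice, with a dashed line of equal change. The sign was the same for 97.1% of the genes, and r across genes was 0.930.

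The preset lists were tested in all 7 comparisons with fry, and 16 of 56 tests had an adjusted p below 0.05. Camera with an estimated correlation gave 10 calls, and camera with a preset correlation gave 23. Of those 23 calls, 14 were also made by fry and 10 also held under an estimated correlation. The same fry tests gave 14 calls with controls 1 to 5 alone and 17 with controls 6 to 10 alone. With S662D libraries lacking the additional digit there were 13 calls, and with those carrying it there were 20. In these 4 subsets, 13, 14, 10 and 16 calls were among the 16.

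Glucocorticoid-induced genes rose on fasting in both genotypes. All 17 genes of the list were called higher over all genes, and all 17 when adjusted over the list alone, in controls and in S662D mice alike. The mean log2 fold change of the list was 1.18 in controls (fry, adjusted p 4.69e-10) and 1.37 in S662D mice (7.66e-09). The called genes besides Cdkn1a and Sgk1 were Arrdc2, Ddit4, Errfi1, Fkbp5, Hif3a, Klf15, Klf9, Map3k6, Mt1, Mt2, Nfkbia, Plin4, Sult1a1, Tsc22d3 and Zbtb16. Mt2 overlaps an antisense gene over 73.5% of its exon bases. The rise was 1.29 within controls 1 to 5 and 1.06 within controls 6 to 10, and 1.03 and 1.60 in S662D libraries without and with the additional digit, each past the threshold. The interaction was not past the threshold for this list by fry (adjusted p 0.351), whereas camera at a preset correlation gave 0.00163 and camera with an estimated correlation gave 0.464.

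**Figure D3:**
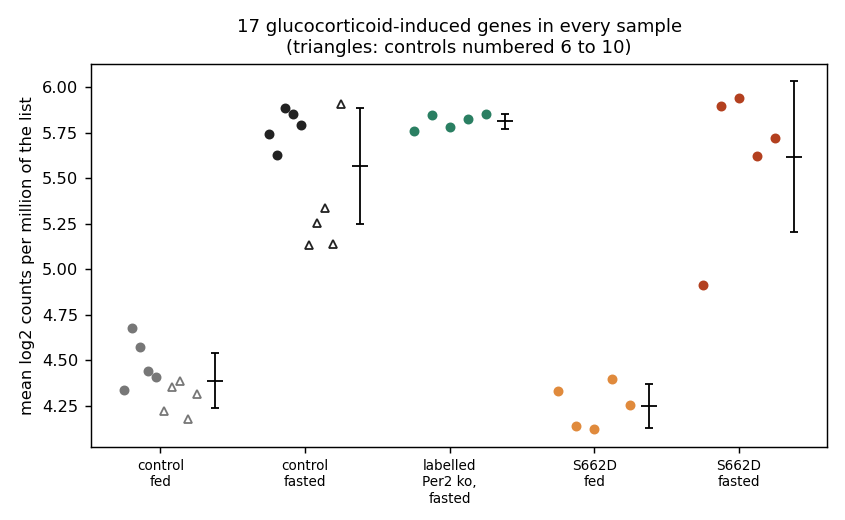
Mean log2 CPM of the 17 glucocorticoid-induced genes in each library by group, with mean ± SD beside the points. Triangles mark controls 6 to 10. Fasted controls 1 to 5 lay at 5.63 to 5.89, fasted controls 6 to 10 at 5.13 to 5.91, and the fasted S662D libraries at 4.91 to 5.94.

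Fatty acid oxidation genes also rose on fasting, by a mean of 0.24 in controls (fry, adjusted p 3.72e-07) and 0.22 in S662D mice (0.000119). In controls 5 of the 18 genes were called over all genes, Angptl4, Cpt2, Pdk4 and Ucp2 among them, and 6 when adjusted over the list alone. In S662D mice 4 were called, Angptl4, Pdk4 and Ucp2 among them, and 6 when adjusted over the list alone. Pdk4 (chromosome 6, 5483351 to 5496309) had log2 fold changes of 1.15 (SE 0.12) and 1.11 (SE 0.17). Within controls 1 to 5 and 6 to 10 the list rose by 0.27 and 0.21. It was not past the threshold in S662D libraries without the additional digit (0.13, adjusted p 0.183) and was so in those with it (0.29).

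Hunger peptides rose in fasted controls by a mean of 0.19 (fry, adjusted p 0.0124), with Npy at a log2 fold change of 0.39 (chromosome 6, 49822710 to 49829507) and Agrp at 0.61 (chromosome 8, 105566698 to 105637393). Agrp overlaps other genes over 11.3% of its exon bases. These 2 of 8 genes were called over all genes and 2 when adjusted over the list alone. By camera the list's adjusted p was 0.0104 at a preset correlation and 0.168, short of the threshold, at an estimated one. By fry the list was past the threshold in controls 1 to 5 (0.32, adjusted p 0.00149) and not in controls 6 to 10 (0.06, adjusted p 0.651). In S662D mice the mean was 0.06 (adjusted p 0.598), with 0 genes called over all genes, 2 adjusted over the list alone and 3 at an unadjusted p below 0.05. The interaction for this list had an adjusted p of 0.351, so a difference between the genotypes was not shown. Sterol synthesis genes fell on fasting in S662D mice (−0.11, fry adjusted p 0.00227). For this fall camera gave 8.21e-08 at a preset correlation and 0.0505, short of the threshold, at an estimated one. In S662D mice 5 of 22 were called, Cyp51, Hmgcs1, Sqle and Stard4 among them, and 9 when adjusted over the list alone. Hmgcs1 shares 11.6% of its 50-base words with other genes, so its counts are uncertain. Cyp51 lost its call in 11 of 23 alternatives, 6 of them leaving out 1 library. In controls the list's adjusted p was 0.0989 and the interaction's was 0.167 by fry. Camera at a preset correlation gave 0.00306 and 0.000778, both past the threshold, and with an estimated correlation 0.313 and 0.279. The fall was past the threshold in S662D libraries with the additional digit (−0.12, adjusted p 0.0189) and not in those without it.

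The other preset lists did not pass the threshold on fasting by fry. Clock output genes had an adjusted p of 0.0825 in controls (camera 0.0318 at a preset and 0.313 at an estimated correlation), although 6 of 12 genes were called over all genes and 8 when adjusted over the list alone. Per1 (0.36), Ciart (0.25) and Usp2 (0.18) rose, and Bhlhe40 (−0.32), Dbp (−0.33) and Nr1d1 (−0.24) fell. The call of Dbp was lost in 17 of 33 alternatives, 14 of them leaving out 1 library each, and that of Ciart in 10, 8 of them leaving out 1 library. In S662D mice 1 gene of this list was called over all genes (Per1, 0.41) and 6 when adjusted over the list alone. Of the unsaturated fatty acid synthesis genes, Hacd2 rose (0.17) and Fads2 fell (−0.16) in controls, and Fads2 fell in S662D mice (−0.19). The last call was lost in 12 of 23 alternatives, 7 of them leaving out 1 library each, and that of Hacd2 in 7 of 33, 6 of them leaving out 1 library. That list's adjusted p was 0.178 in controls. The satiety list's adjusted p was 0.733 in controls, with 0 of 8 genes called. For ROR-driven clock genes 0 of 6 were called in controls, and 0 had an unadjusted p below 0.05.

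The next comparisons asked how S662D mice differed from controls in each feeding state. In fed mice 847 genes were called, 563 higher and 284 lower in S662D mice, with 8 changed more than 2-fold and a median absolute log2 fold change of 0.23. In fasted mice 1007 were called, 605 higher and 402 lower, with 17 changed more than 2-fold and a median of 0.24. Of these, 268 were called in both states, all 268 with the same sign. These counts depended strongly on the libraries. The 6 S662D libraries with the additional digit alone gave 3106 fed and 3148 fasted, and the 4 without it gave 16 and 21. With the digit as a term the counts were 23 and 20. Against controls 1 to 5 they were 1741 and 1680, and against controls 6 to 10 they were 33 and 48. In fed mice the count was 66 without fed S662D replicate 4 and 1667 without fed S662D replicate 1. In fasted mice it was 154 without fasted S662D replicate 4 and 1802 without fasted S662D replicate 1. Without scaling beyond library size, 25.3% of the genes called in fasted mice were higher in S662D mice, against 60.1% with TMM.

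**Figure D4:**
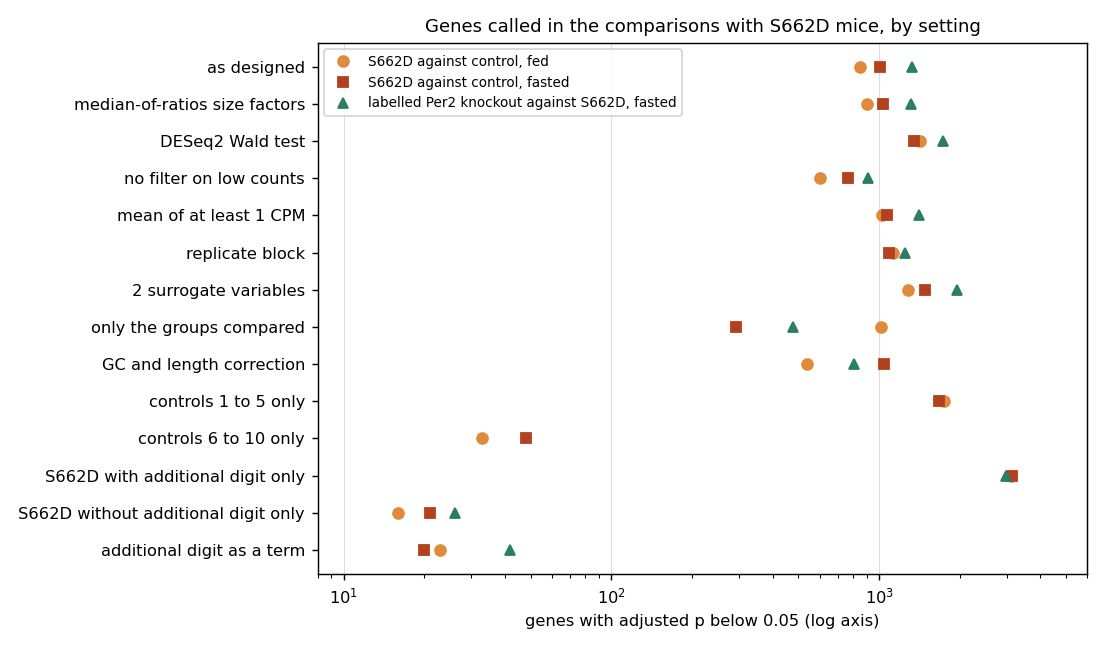
Number of genes with an adjusted p below 0.05 in the 3 comparisons of S662D mice with another genotype, on a log axis, by setting. In fed mice the count ran from 16 with only the S662D libraries without the additional digit to 3106 with only those carrying it.

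The largest rises in fed S662D mice were in Fabp7 (0.94, SE 0.09; chromosome 10, 57784881 to 57788450), Aox4 (0.94, SE 0.22; chromosome 1, 58210397 to 58268597) and Mmp14 (0.79, SE 0.08; chromosome 14, 54431612 to 54441265). Their adjusted p in edgeR's quasi-likelihood test were 4.31e-09, 0.0123 and 2.55e-09. The largest falls were in Rln3 (−1.83, adjusted p 0.0460), E130012A19Rik (−1.04; chromosome 11, 97627389 to 97629702) and BC039966 (−0.92; chromosome 4, 153947633 to 153950503). Fabp7, Mmp14 and E130012A19Rik kept their calls in 30 of 30 alternatives, and Rln3 kept its call in 14 of 29. In fasted mice the largest rises were in mt-Tl2 (1.08; mitochondrial genome, 11671 to 11741), Gm14303 (0.94; chromosome 2, 172509521 to 172509691) and Cd248 (0.88; chromosome 19, 5068078 to 5070637). The largest falls were in BC030499 (−1.13, adjusted p 2.12e-06; chromosome 11, 78290841 to 78296805), Glt8d2 (−1.0; chromosome 10, 82650433 to 82690650) and Gm44562 (−0.94; chromosome 7, 59258855 to 59260201). BC030499 kept its call in 30 of 30 alternatives, Gm14303 and Glt8d2 in 27, mt-Tl2 in 25, Gm44562 in 23 and Cd248 in 22. Gm14303 shares 100% of its 50-base words with transcripts of other genes, so its counts are uncertain.

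Clock genes differed between S662D mice and controls in both feeding states. Clock output genes were lower by a mean of 0.33 in fed mice (fry, log2 fold change −0.33, adjusted p 4.15e-10) and by 0.32 in fasted mice (−0.32, 5.49e-10). In fed mice 6 of the 12 genes were called over all genes and 8 when adjusted over the list alone, and in fasted mice 5 and 6. ROR-driven clock genes were higher, by 0.30 fed (7.66e-09) and 0.25 fasted (1.05e-07), with 4 of 6 genes called in each state over all genes and 4 and 5 when adjusted over the list alone. Against controls 1 to 5 and 6 to 10 the output list changed by −0.30 and −0.37 fed and by −0.29 and −0.34 fasted. With S662D libraries lacking the additional digit it changed by −0.42 fed and −0.36 fasted, and with those carrying it by −0.28 and −0.29. The ROR-driven list changed by 0.35 and 0.26 fed against the 2 control sets, and by 0.22 and 0.36 fed with S662D libraries without and with the digit. Each of these subset values was past the threshold.

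A total of 9 clock genes were called in both states. Nr1d2 (chromosome 14, 18204054 to 18239127) had log2 fold changes of −0.57 fed (SE 0.05, adjusted p 3.20e-11) and −0.69 fasted (SE 0.05, adjusted p 1.09e-13). Its means were 133.1 ± 7.57 CPM in fed controls (SD, n = 10) and 89.8 ± 7.78 in fed S662D mice (SD, n = 5). Tef (chromosome 15, 81802421 to 81826861) had −0.48 and −0.51 (SE 0.04 each, adjusted p 3.44e-12 and 3.04e-13). Per3 (chromosome 4, 151003652 to 151044665) had −0.70 and −0.82, Ciart (chromosome 3, 95878503 to 95882251) −0.87 and −0.88, and Dbp (chromosome 7, 45705088 to 45710203) −0.65 and −0.57. Arntl (chromosome 7, 113207465 to 113314126) was higher by 0.55 and 0.50, Cry1 (chromosome 10, 85131700 to 85185064) by 0.39 and 0.40, Npas2 by 0.57 and 0.54, and Nfil3 by 0.34 and 0.44. Bhlhe40 was called in fed mice only (−0.20), and its call was lost in 19 of 30 alternatives. Dbp overlaps Sphk2 over 18% of its exon bases, and Ciart shares 11.9% of its 50-base words with another gene. Tef, Nr1d2, Per3, Ciart, Arntl and Cry1 kept their calls in 30 of 30 alternatives in both states. Npas2, Dbp and Nfil3 lost theirs in both states when only the 4 S662D libraries without the additional digit were used and when the digit was a term. Against controls 6 to 10 alone, Npas2 lost its call in both states and Nfil3 in fed mice.

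Beyond the clock lists, sterol synthesis genes were lower in fasted S662D mice than in fasted controls (−0.08, fry adjusted p 0.0428), with Msmo1 and Sc5d called over all genes and 5 genes adjusted over the list alone. Unsaturated fatty acid synthesis genes were higher (0.05, adjusted p 0.0310), with Tecr (0.15) and Scd2 (0.13) called and 3 genes adjusted over the list alone. Sc5d lost its call in 16 of 30 alternatives and Scd2 in 15, with 8 and 7 of these leaving out 1 library. By camera at a preset correlation the adjusted p were 0.00163 for the sterol list and 0.0584 for the unsaturated fatty acid list, and at an estimated correlation 0.308 for each. Both lists were past the fry threshold against controls 6 to 10 and with the S662D libraries carrying the additional digit, and neither was so against controls 1 to 5 or with the libraries lacking it. The sterol list lost the threshold in 13 of 24 alternatives, 9 of them leaving out 1 library, and the unsaturated fatty acid list in 7 of 24, 4 of them leaving out 1 library. In fed mice Tsc22d3 was the only called gene of the glucocorticoid-induced list (−0.37, adjusted p 0.0241), and 4 were called when adjusted over the list alone. That list's adjusted p was 0.329 by fry, 0.0231 by camera at a preset correlation and 0.589 at an estimated one.

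The labelled Per2 knockout was compared with fasted controls to ask what the loss of Per2 changes on fasting, with the reservation that Per2 counts were not lower in these libraries. Of all genes, 5 were called, 1 higher and 4 lower, and 1097 (6.07%) had an unadjusted p below 0.05. The set of controls moved the count most: it was 99 against controls 6 to 10, with all 5 among them, and 2 against controls 1 to 5, both among the 5. Asb1 (chromosome 1, 91540544 to 91559589) held 58.6 ± 2.52 CPM in fasted controls (SD, n = 10) and 47.0 ± 1.42 in the labelled knockout (SD, n = 5), a log2 fold change of −0.32 (SE 0.04, adjusted p 1.30e-05 in edgeR's quasi-likelihood test). Bok (chromosome 1, 93685660 to 93695764) held 65.4 ± 6.89 and 95 ± 10.4 CPM, a log2 fold change of 0.54 (SE 0.09, adjusted p 0.00247). Ano7 (chromosome 1, 93373930 to 93404303) held 1.95 ± 0.320 and 0.981 ± 0.254 CPM, a log2 fold change of −0.99 (SE 0.17, adjusted p 0.00247). Rgma (chromosome 7, 73375509 to 73419899) held 80.8 ± 2.82 and 69.8 ± 2.33 CPM, a log2 fold change of −0.21 (SE 0.04, adjusted p 0.0283). Gpr55 (chromosome 1, 85938318 to 85961007) has a mean under 1 CPM and was named after its values were seen. It held 0.908 ± 0.332 and 0.204 ± 0.0986 CPM, a log2 fold change of −2.12 (SE 0.36, adjusted p 0.00265). Asb1 and Bok kept their calls in 28 of 28 alternatives, Gpr55 in 26 of 27, Ano7 in 26 of 28 and Rgma in 12 of 28, with 10 of its losses when 1 library was left out.

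Of these 5 genes, 4 lie on the chromosome of Per2, with starts 0.125, 1.96 and 2.27 Mb above that of Per2 (Asb1, Ano7 and Bok) and 5.48 Mb under it (Gpr55). Within 10 Mb of Per2, 13 of 132 tested genes (9.85%) had an unadjusted p below 0.01, against 220 of 17930 elsewhere (1.23%; 2-sided Fisher's exact test, p 1.63e-08). The limit of 10 Mb was chosen after the result was seen. In the comparison of S662D mice with controls, the same test gave p of 0.553 fed and 0.766 fasted. None of the preset lists passed the threshold by fry in the comparison of the labelled knockout with all fasted controls, where 1 of 8 had an unadjusted p below 0.05. Camera at a preset correlation called 3: glucocorticoid-induced genes (higher, adjusted p 7.87e-07), sterol synthesis (lower, 0.00236) and fatty acid oxidation (higher, 0.0172). With an estimated correlation camera called 0 of them, at 0.279, 0.313 and 0.179. Against controls 6 to 10 alone, glucocorticoid-induced genes (0.46, adjusted p 0.0262) and hunger peptides (0.21, adjusted p 0.0119) passed it, and none passed it against controls 1 to 5. Of the clock lists 0 genes were called over all genes, with an unadjusted p below 0.05 for 4 output genes and 1 ROR-driven gene, and 1 output gene was called when adjusted over the list alone.

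**Figure D5:**
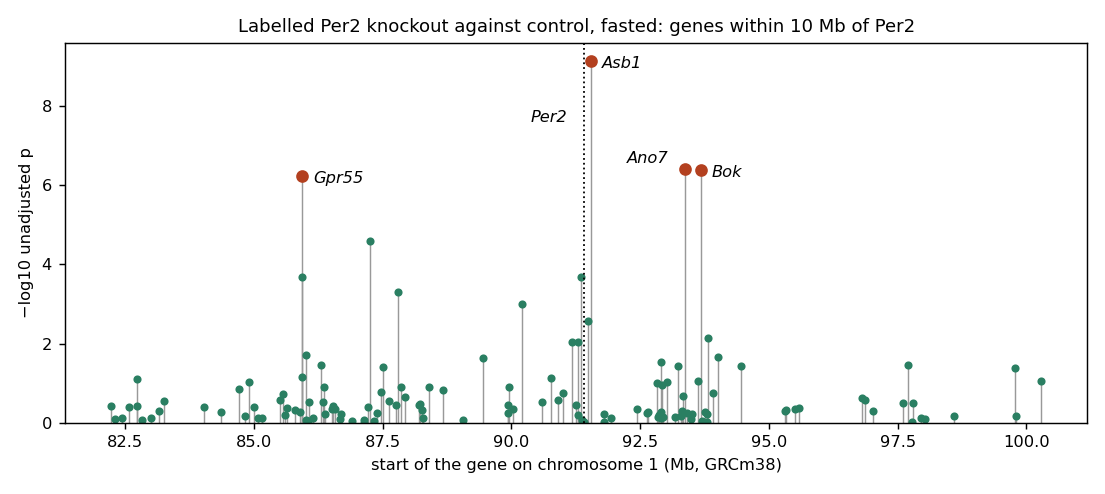
Minus log10 of the unadjusted p for the labelled Per2 knockout against fasted controls, for the 132 tested genes within 10 Mb of Per2 by start position on chromosome 1. Genes with an adjusted p below 0.05 are named in red, and the dotted line marks Per2, which was not among them.

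The labelled Per2 knockout was also compared with fasted S662D mice, to set the 2 mutants against each other. A total of 1325 genes were called, 472 higher and 853 lower in the labelled knockout, and 31 changed more than 2-fold. Without scaling beyond library size 50.1% were higher, against 35.6% with TMM. The 4 S662D libraries without the additional digit gave 26 genes, with 23 among the 1325, the 6 with it gave 2986, and the digit as a term gave 42. The count was 521 without fasted S662D replicate 4. The 5 genes that parted the labelled knockout from controls were all called here with the same sign. Of the 1007 genes called between fasted S662D mice and controls, 622 were also called here, and 0 of the 622 had the same sign. The fasted S662D libraries enter these comparisons on opposite sides. Glt8d2 (1.40, adjusted p 2.52e-05), 1810011O10Rik (1.19; chromosome 8, 24437180 to 24438984) and BC030499 (1.13) were the largest rises. Gm10800 (−2.59, adjusted p 0.0263; chromosome 2, 98666547 to 98667301), Gm14303 (−1.18) and Fabp7 (−1.02) were the largest falls. The counts of Gm10800 and Gm14303 are uncertain because they share sequence with other genes, and those of 1810011O10Rik because 18.7% of its exon bases overlap a gene on the opposite strand. Gm10800 had the opposite sign (0.42) with the S662D libraries without the additional digit.

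In that comparison clock output genes were higher in the labelled knockout (0.27, fry adjusted p 1.18e-07) and ROR-driven genes lower (−0.27, 1.60e-07). Over all genes 4 and 4 of them were called, and 4 and 5 when adjusted over the list alone. Hunger peptides were higher (0.22, adjusted p 0.0249), with Npy, Pmch and Hcrt called and 3 adjusted over the list alone, and 9 of 19 alternatives lost the list's threshold. Pmch overlaps Parpbp over 58.1% of its exon bases, and its call was lost in 14 of 23 alternatives, 7 of them leaving out 1 library. Satiety peptides were higher (0.14, adjusted p 0.0348) with 0 genes called and 1 at an unadjusted p below 0.05. That list passed the threshold with the S662D libraries carrying the additional digit and not with the others, and 10 of 19 alternatives lost it. Camera at a preset correlation gave 0.0377 for the hunger list and 0.174 for the satiety list, and at an estimated correlation 0.279 for each. Glucocorticoid-induced genes had an adjusted p of 0.351 by fry, 0.0377 by camera at a preset correlation and 0.624 at an estimated one. Other called genes of the preset lists included Msmo1, Mt1 and Sc5d, which were higher, and Mt2 and Scd2, which were lower, with log2 fold changes from −0.77 to 0.36.

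The log2 changes of the labelled knockout and of S662D mice against the same fasted controls correlated across genes with r = 0.195, with a jackknife SD of 0.0969 over mice. Shared controls alone gave r = 0.348 in simulated data (range 0.315 to 0.381 over 100 draws), within 2 jackknife SD of the observed value. With controls 1 to 5 for the labelled knockout and 6 to 10 for S662D, so that no library was shared, r was −0.0060 (jackknife SD 0.0619), and with the sets exchanged it was −0.263 (jackknife SD 0.0906). With controls 1 to 5 for both it was 0.424, against 0.519 in simulated data (range 0.492 to 0.547). With 6 to 10 for both it was 0.444, against 0.516 (range 0.479 to 0.547). The spread between mice of the last 2 observed values was not computed.

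Marker lists for neighbouring tissues, cell types, sex and early activity were tested with fry in each comparison, and 4 of 91 tests had an adjusted p below 0.05, each at 0.0492. The endothelial list was lower in fasted than in fed controls (−0.14) and lower in the labelled knockout than in fasted S662D mice (−0.20). The list of sex-linked genes was lower in fasted S662D mice than in controls (−0.21) and higher in the labelled knockout than in S662D mice (0.24). Pituitary genes were higher in the labelled knockout than in controls by a mean of 0.95, which was not past the threshold (adjusted p 0.115).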

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

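Of the tests given in this part, the 2 on fasted S662D replicate 1 were chosen after its values were seen. A value is listed here where the highest or lowest library of a group lay apart from the nearest other by more than Dixon's ratio of gap to range allows at 95%. Chance gives about 1 in 20, which is 12.8 of the 256 groups of values examined, and 16 (6.25%) were found. Most of the single values below are therefore no more than chance produces.

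Fasted S662D replicate 1 had the lowest Sgk1, at 154.8 CPM against 278.9 to 319.0 in the other 4 libraries (ratio 0.7556), and the lowest Arrdc2, at 23.0 against 50.8 to 59.3 CPM (ratio 0.7651). Both genes belong to the glucocorticoid-induced list. The mean log2 CPM of the 17 genes was 4.91 in this library, above the highest fed mouse of any genotype (4.68), which argues against a fed mouse carrying the wrong label. Replicate 5, which like replicate 1 lacks the additional digit in its library number, had a list mean of 5.72, within the 5.62 to 5.94 of the 3 libraries with the digit. As this is 1 library, the digit stays open as a source. A weaker fasting response of this 1 mouse may remain as a hypothesis, which the labels do not test. Without this library the count of genes changed by fasting in S662D mice was 585 in place of 476.

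Fed S662D replicate 1 held the extreme value for 3 genes. Rln3 was highest there, at 1.21 against 0.221 to 0.457 CPM (ratio 0.7621). Pdk4 was lowest, at 8.30 against 9.22 to 9.57 CPM (ratio 0.7265), and so was Mmp14, at 20.0 against 24.9 to 26.9 CPM (ratio 0.7223). No explanation was tested for this library. Without it, 1667 genes were called between fed S662D mice and controls, against 847 with it. In other fed S662D libraries, Cd180 was highest in replicate 5, at 2.29 against 1.58 to 1.71 CPM (ratio 0.8099), and Ciart in replicate 3, at 8.78 against 5.73 to 6.25 CPM (ratio 0.8308). In fasted S662D replicate 2, Npy was highest, at 15.1 against 10.1 to 11.3 CPM (ratio 0.7546).

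In fed controls, Per2 was highest in replicate 9, at 32.6 against 25.9 to 29.4 CPM (ratio 0.4661, barely above the limit), and Sult1a1 in replicate 2, at 11.4 against 6.48 to 8.59 CPM (ratio 0.571). The total count was highest in fed control replicate 8, at 21898438 against 18080903 to 20110235 (ratio 0.4684). In fasted controls, Nr1d2 was highest in replicate 5, at 143.5 against 122.0 to 130.9 CPM (ratio 0.5853), and Asb1 in replicate 2, at 64.6 against 55.3 to 59.9 CPM (ratio 0.5026). Rgma was lowest in fasted control replicate 1, at 74.1 against 79.1 to 83.9 CPM (ratio 0.5104). Among the libraries labelled Per2 knockout, BC030499 was lowest in replicate 1, at 4.08 against 5.56 to 6.11 CPM (ratio 0.7311), and Pmch was highest in replicate 2, at 144.1 against 107.5 to 111.2 CPM (ratio 0.8998). Pmch shares exon bases with Parpbp. No technical or biological explanation was tested for these values.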

How the results depend on the processing

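The tests with a correction for GC content and exon length, with subsets of the S662D libraries or a term by the additional digit of the library number, and without scaling beyond library size were chosen after the results were seen. Median-of-ratios size factors, no filter on low counts, a minimum mean of 1 CPM and no scaling beyond library size left the 7 counts of called genes within 1.5 times their values, with the interaction at 0 throughout. In the reported fit 1151 genes had an unadjusted p below 0.05 for the interaction, and that number was not counted under these alternatives. Among the values of the 7 counts, Per2, the count of list tests and the shared effects, 202 results outside the fits without 1 library kept their side and size, 36 moved and 2 reversed.

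DESeq2's Wald test called 1423 genes between fed S662D mice and controls, in place of 847, and 8 between the labelled knockout and controls, in place of 5. The cause was not tested. With 2 surrogate variables the fed S662D count was 1280. After the GC and length correction it was 537, and the labelled knockout differed from S662D mice by 804 genes in place of 1325. With only the groups compared in the fit, fewer libraries informed the dispersion. The counts were then 279 for fasting in S662D mice, 291 for S662D against control in fasted mice, 3 for the labelled knockout against control and 476 for it against S662D mice.

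The choice of control mice moved more. With controls 1 to 5 alone, fasting in control mice gave 1315 genes, the interaction 486, S662D against control 1741 fed and 1680 fasted, and the labelled knockout against control 2. With controls 6 to 10 alone the counts were 304 for fasting, 33 and 48 for S662D fed and fasted, and 99 for the labelled knockout. Over 20 draws of 5 of the 10 mice from each control group, the median count for fasting was 191 (range 103 to 478), so fewer mice alone lower the count and do not account for 1315. The fasting change of Per2 in controls reversed to −0.024 with controls 6 to 10, and its interaction to −0.026 with controls 1 to 5. Both changes were near 0 with all controls.

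The additional digit moved the comparisons with S662D mice most, apart from the interaction, which moved most with controls 1 to 5 (486 genes). With only the 4 libraries without it the counts were 7 for fasting in S662D mice, 16 fed and 21 fasted for S662D against control, and 26 for the labelled knockout against S662D. Gm10800 reversed to 0.42 there. With only the 6 libraries with it, the interaction had 9 genes, S662D against control 3106 fed and 3148 fasted, and the labelled knockout against S662D 2986. With the digit as a term the last 3 counts were 23, 20 and 42, of which 20, 18 and 40 were also called without the term. A term that differs in 6 of 10 libraries leaves the genotype to be read from the other 4.

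Across the fits that each left out 1 library, the count for fasting in control mice ran from 572 to 785 and the interaction stayed at 0. Fasting in S662D mice ran from 311 (without fasted replicate 2) to 585 (without fasted replicate 1). S662D against control ran from 66 (without fed replicate 4) to 1667 (without fed replicate 1) in fed mice, and from 154 (without fasted replicate 4) to 1802 (without fasted replicate 1) in fasted mice. The labelled knockout against control ran from 4 to 5, and against S662D mice from 521 (without fasted S662D replicate 4) to 1857 (without fasted S662D replicate 1). The count of list tests ran from 12 to 17, the correlation of the fasting changes from 0.914 to 0.942, and the genotype correlation from 0.159 to 0.239. The Per2 change in S662D mice ran from −0.63 to −0.55 fed and from −0.60 to −0.49 fasted. Its interaction ran from −0.011 (without fasted S662D replicate 4) to 0.10 (without fasted S662D replicate 1), the former a reversal of a value near 0.

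The shared fasting effect was r 0.38, slope 0.490 and the same sign in 58.4% over all genes tested, where most genes do not change, against 0.930, 0.950 and 97.1% over the genes called in controls. The genotype correlation was −0.0060 with controls 1 to 5 for the labelled knockout and 6 to 10 for S662D, and −0.263 with the sets exchanged.

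Replicate numbers as a block were also tried, although the numbers share only a number: libraries of the same number in different groups correlated with r from −0.465 to 0.330. With the block the counts were 697 for fasting in control mice, 438 for fasting in S662D mice, 0 for the interaction, 1124 fed and 1092 fasted for S662D against control, and 4 and 1249 for the labelled knockout against control and S662D mice. A total of 12 list tests were called. The genotype correlation was 0.284 with the block and 0.318 with the block and the GC and length correction.

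For single named genes, 1571 results kept their call and direction under alternatives other than leaving out 1 library, 225 fell short of the threshold in the same direction, and 1 reversed. Without 1 library, 1717 kept their call and 178 fell short. For the preset lists past the threshold the numbers were 127 and 17, and 197 and 23 without 1 library. Of all shortfalls outside the fits without 1 library, 66 came with the 4 S662D libraries lacking the additional digit, 38 with the digit as a term and 31 with controls 6 to 10.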

Other observations

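Of the tests in this part, those chosen after the result was seen were the clock lists as a check of the S662D labels, the axis shared with the controls, the cell type covariates and the smaller response for the control sets, the splits and the fed values of the glucocorticoid-induced list, DNA of another strain, the effect on neighbours, the wrong label for the knockout, and, for the genotype correlation, the GC correction, the control sets and the spread between mice used to read them.

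Other splits of the same libraries into groups of the same sizes, 100 per comparison with the real split included, gave these counts. For fasting in control mice, 1 split gave as many as 701 genes, the real one, and the largest other gave 124. For S662D against control, 1 split reached 847 in fed mice (largest other 27) and 1 reached 1007 in fasted mice (largest other 837). For the labelled knockout against control, 3 splits reached 5 genes (largest other 9, above the real count), and against S662D mice 1 reached 1325 (largest other 867). The splits with 837 and 867 genes each put all 3 fasted S662D libraries with the additional digit in 1 group. They called 8 and 7 genes of the preset clock lists, against 9 and 8 in the real splits. These 2 counts may therefore hold part of the real difference. For the interaction all 100 reached the count of 0, beside 1151 genes at an unadjusted p below 0.05. For fasting in S662D mice, 5 of 100 splits reached 476 genes. The 4 others each put 5 of the 6 libraries with the additional digit in one group, and called 2630, 1083, 690 and 626 genes. Within the libraries with the digit the fasting count was 683, and within those without it 7.

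S662D libraries with the additional digit differed from those without it within both feeding groups, by 2558 of 17479 genes (1475 higher, 1083 lower). The real split was the only 1 of 100 to give as many. After thinning all libraries to the lowest total 2383 genes were called, and after the GC and length correction 2407, which argues against depth and against GC or length trends as the whole cause. Of the 13 marker lists, 0 differed with an adjusted p below 0.05 and 3 had an unadjusted p below 0.05: thalamus (0.17), cortex and amygdala (0.14) and endothelial (0.14). The choroid plexus list differed by −0.59 (unadjusted p 0.501). Lists that miss the threshold do not exclude a difference in dissection, so tissue composition stays open. The mean of the preset ROR-driven clock list minus that of the output list, without Per2, exceeded every control of the same feeding state in 10 of 10 S662D libraries, 6 of them with the digit. This argues against control mice under an S662D label, unless a difference special to the range of library numbers moved these lists. All S662D libraries lie in a range of their own, so that was not excluded. The log2 differences by the digit correlated with r −0.264 across genes with the differences in fasting change between the control sets. The former are differences in level and the latter differences in response, so unlike quantities were compared. Of the 100 splits, 13 correlated as strongly. After the GC and length correction r was −0.227. Of the 809 genes called in both contrasts, 48 had the same sign and the others opposite signs. Over the 2991 genes whose fasting changes differed between the control sets 80.7% had opposite signs, and 28 of the 100 splits gave a share as far from an even one. Whether these are one axis of variation therefore cannot be told apart from chance with these splits. What the digit stands for is not stated, and a difference in library preparation or sequencing that it may mark stays open.

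Fasting changes differed between controls 1 to 5 and controls 6 to 10 for 2991 of 16909 genes (1570 higher, 1421 lower), with a median absolute difference in log2 of 0.32. The real split was the only 1 of 100 to give as many, and the largest other gave 30. Thinning to equal depth left 2958 genes, which argues against depth. The GC and length correction left 1615, with 1161 among the 2991, which argues against such trends as the whole cause. As the count fell by more than 1.5 times, they may carry part of it. The oligodendrocyte list (0.32, adjusted p 0.00414) and the microglia list (0.34, adjusted p 0.0325) differed between the sets, as did the list of sex-linked genes (−0.26, adjusted p 0.0182). With the oligodendrocyte and microglia means as covariates 0 genes were called, beside 1022 at an unadjusted p below 0.05, but 10 of 20 pairs of random lists of the same sizes also took the count to 30 or fewer (range 0 to 3034), so tissue composition cannot be told apart from any other difference between these libraries. Over the 476 genes changed by fasting in S662D mice, changes in controls 6 to 10 followed those in controls 1 to 5 with a slope of 0.665, r 0.846 and the same sign in 86.6%. Noise in the changes of controls 1 to 5 lowers this slope. Against the changes in S662D mice, which share no library with either set, the slopes were 0.776 for controls 1 to 5 and 0.676 for controls 6 to 10. The difference of −0.0999 was smaller than its jackknife SD of 0.113, so a smaller response to fasting in controls 6 to 10 was not shown and stays open. The sets come from separate ranges of library numbers, and a batch difference stays open.

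The glucocorticoid-induced list was lower in fasted controls 6 to 10 (5.35 ± 0.32, SD, n = 5) than in fasted controls 1 to 5 (5.78 ± 0.10, SD, n = 5), a difference of −0.43. Of all splits of the 10 mice into 5 and 5, 12 parted the list as far (2-sided exact permutation test, p 0.0476). After the GC and length correction the difference was −0.49 (exact p 0.0317), which argues against such trends. The list was also lower in fed controls 6 to 10 (4.29 ± 0.09, SD, n = 5) than in fed controls 1 to 5 (4.49 ± 0.14, SD, n = 5), a difference of −0.20 (exact permutation p 0.0238). The rise on fasting differed between the sets by −0.23 (exact permutation p 0.311), so a smaller rise in controls 6 to 10 was not shown for this list. Corticosterone was not examined here, and the range of library numbers stays open.

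The 9 clock genes changed in S662D mice in both feeding states make 18 tests. With only the 4 S662D libraries without the additional digit 12 passed the threshold, after the GC and length correction 18, and against the control set that gave fewer 15. This argues against the digit, GC or length trends and the choice of controls as the whole cause, for the genes that kept their calls. The preset output list, in which no gene was chosen for its change, changed by −0.42 fed and −0.36 fasted with these 4 libraries, and past the threshold against each control set. Between controls 1 to 5 and 6 to 10 of both feeding states 0 of the 9 were called and 2 had an unadjusted p below 0.05, the largest change being 0.31. The fasting changes of 3 genes of the preset clock lists did differ between these control sets. Between S662D libraries with and without the digit 4 such genes were called. The largest other split gave 0 in each case. All S662D libraries lie in a range of library numbers of their own, so genotype and a difference special to that range cannot be told apart. With that reserve, an effect of the S662D allele on clock phase or level may be put forward as a hypothesis, and a single time point cannot part phase from level.

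Genes called in the labelled knockout lay near Per2. Of 286 windows of 10 Mb, 1 held as many genes with p below 0.01 as the one with Per2 (9 genes, against at most 7 elsewhere), namely that window itself. By share of genes 2 windows reached it, the other being the window from 70 Mb on chromosome 18 with 6 of 42 genes (14.3%), against 9 of 66 (13.6%) for that of Per2. This argues against chance location, although a group as dense lies elsewhere. As 0 called genes overlapped Per2, overlapping reads are not the source either. The share near Per2 exceeded that elsewhere with a Fisher exact p of 1.63e-08, consistent with DNA of another mouse strain kept around an altered allele. An effect of the allele on its neighbours cannot be told apart from this, since both place genes near Per2. The farthest called gene on the chromosome began 5.48 Mb away, and the genotype of the region was not read.

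Per2 counts were not lower in the libraries labelled Per2 knockout. Each of these libraries and of the fasted controls was left out in turn and scored on the genes within 10 Mb of Per2 that had p below 0.01 without it (9 to 14 genes). The score was the mean log2 difference from the other controls in the direction found without the library. It was 0.56 to 0.75 in the labelled knockout and −0.12 to 0.16 in controls, so 5 of 5 lay above every control. This argues against mice of the control line under a wrong label. An allele that leaves most of the transcript in place stays open, and counts per exon, which would test it, were not used here.

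The genotype correlation of 0.195 (jackknife SD 0.0969) was lower than the 0.348 that shared controls gave in simulated data, by less than 2 jackknife SD. A departure from the simulated value was therefore not shown with all controls. After the GC and length correction it was 0.236, and with the digit as a term 0.188. The simulated range begins at 0.315, within 2 jackknife SD of both, so GC or length trends and the digit stay open. With controls 6 to 10 for the labelled knockout and 1 to 5 for S662D, which share no library, the correlation was −0.263, negative by more than 2 jackknife SD. With the sets exchanged it was −0.0060, within its jackknife SD of no correlation. The difference of −0.257 had a jackknife SD of 0.128 and so barely exceeded 2 SD. The difference between the control sets may therefore enter this correlation, by a narrow margin. The biology of the 2 genotypes is open.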
